# Identification of metabolites with anticancer properties by computational metabolomics

**DOI:** 10.1186/1476-4598-7-57

**Published:** 2008-06-17

**Authors:** Adrian K Arakaki, Roman Mezencev, Nathan J Bowen, Ying Huang, John F McDonald, Jeffrey Skolnick

## Abstract

**Background:**

Certain endogenous metabolites can influence the rate of cancer cell growth. For example, diacylglycerol, ceramides and sphingosine, NAD^+ ^and arginine exert this effect by acting as signaling molecules, while carrying out other important cellular functions. Metabolites can also be involved in the control of cell proliferation by directly regulating gene expression in ways that are signaling pathway-independent, e.g. by direct activation of transcription factors or by inducing epigenetic processes. The fact that metabolites can affect the cancer process on so many levels suggests that the change in concentration of some metabolites that occurs in cancer cells could have an active role in the progress of the disease.

**Results:**

CoMet, a fully automated Computational Metabolomics method to predict changes in metabolite levels in cancer cells compared to normal references has been developed and applied to Jurkat T leukemia cells with the goal of testing the following hypothesis: *Up or down regulation in cancer cells of the expression of genes encoding for metabolic enzymes leads to changes in intracellular metabolite concentrations that contribute to disease progression*. All nine metabolites predicted to be lowered in Jurkat cells with respect to lymphoblasts that were examined (riboflavin, tryptamine, 3-sulfino-L-alanine, menaquinone, dehydroepiandrosterone, α-hydroxystearic acid, hydroxyacetone, seleno-L-methionine and 5,6-dimethylbenzimidazole), exhibited antiproliferative activity that has not been reported before, while only two (bilirubin and androsterone) of the eleven tested metabolites predicted to be increased or unchanged in Jurkat cells displayed significant antiproliferative activity.

**Conclusion:**

These results: a) demonstrate that CoMet is a valuable method to identify potential compounds for experimental validation, b) indicate that cancer cell metabolism may be regulated to reduce the intracellular concentration of certain antiproliferative metabolites, leading to uninhibited cellular growth and c) suggest that many other endogenous metabolites with important roles in carcinogenesis are awaiting discovery.

## Background

Elucidating the metabolic changes exhibited by cancer cells is important not only for diagnostic purposes, but also to more deeply understand the molecular basis of carcinogenesis, which could lead to novel therapeutic approaches. By regulating the expression of oncogenes or modulating various signal transduction systems, it is widely accepted that certain metabolic processes play fundamental roles in cancer progression. The significance of other metabolic phenotypes observed in cancer is more controversial, e.g. the shift in energy production from oxidative phosphorylation (respiration) to aerobic glycolysis known as the Warburg effect [1]. The mainstream view has been that the Warburg effect is a consequence of the cancer process (secondary events due to hypoxic tumor conditions) rather than a mechanistic determinant, as originally hypothesized. Recently, however, a different picture of the role of metabolic changes in tumorigenesis has emerged; for example, the dichloroacetate-induced reversion from a cytoplasm-based glycolysis to a mitochondria-located glucose oxidation inhibits cancer growth, supporting the idea that the glycolytic shift is a fundamental requirement for cancer progression [2] and opening up the possibility of targeting metabolic pathways for cancer treatment [3].

Changes in intracellular concentrations of certain metabolites can influence the rate of cancer cell growth. A metabolite can exert this effect by acting as a signaling molecule, a role that does not preclude other important cellular functions. For instance, diacylglycerol, a lipid that confers specific structural and dynamic properties to biological membranes and serves as a building block for more complex lipids is also an essential second messenger in mammalian cells whose dysregulation contributes to cancer progression [4]. Similarly, structural components of cell membranes such as ceramides and sphingosine are also second messengers with antagonizing roles in cell proliferation and apoptosis [5]. Pyridine nucleotides constitute yet another example, having well characterized functions as electron carriers in metabolic redox reactions and roles in signaling pathways [6]. In particular, NAD^+ ^modulates the activity of sirtuins, a recently discovered family of histone deacetylases [7] that may contribute to breast cancer tumorigenesis [8]. Arginine is yet another metabolite involved in numerous biosynthetic pathways that also has a fundamental role in tumor development, apoptosis and angiogenesis [9]. Considering that the signaling role of many of these biomolecules was not even suspected a decade ago, it is likely that the role of other metabolites as second messengers will be discovered.

It is becoming increasingly clear that cellular metabolites can also be involved in the control of cell proliferation by directly regulating gene expression. Signaling pathway-independent modulation of gene expression by metabolites can occur on three levels [10]: First, metabolites can bind to regulatory regions of certain mRNAs (riboswitches), inducing allosteric changes that regulate the transcription or translation of the RNA transcript; however, this type of direct metabolite-RNA interaction has not yet been detected in humans [11]. Second, transcription factors can be activated upon metabolite binding, e.g. binding of steroid hormones to the estrogen receptor transcription factor induces gene expression events leading to breast cancer progression [12]. Third, metabolites can be involved in epigenetic processes such as post-translational modification of histones that regulate gene expression by changing chromatin structure [13]. The modulation of the rate of histone acetylation by nuclear levels of acetyl-CoA is an example of metabolic control over chromatin structure that involves epigenetic changes linked to cell proliferation and carcinogenesis [14].

The fact that metabolites can affect the cancer process on so many levels suggests that the manipulation of specific metabolic pathways may offer a reasonable therapeutic approach. In fact, this is the basis of several anticancer therapies that: i) have been proposed based on experimental evidence, ii) are currently the object of validation in clinical trials, or iii) are presently in clinical use. The inactivation of the metabolic enzymes KIAA1363 [15] and indoleamine 2,3-dioxygenase [16] constitutes a good example of i). As for ii), several anticancer treatments that exploit the antiproliferative action of ceramide are examples of therapies based on the pharmacological manipulation of a metabolic pathway that are currently in clinical trials [5]. Turning to iii), a metabolite-based therapy for acute lymphoblastic leukemia used since 1970 [17] consists of depleting circulating asparagine by administration of the bacterial enzyme L-asparaginase.

The analysis of metabolic features associated with neuroendocrine cancers by a combination of experimental techniques (magic angle spinning NMR spectroscopy and microanalytical biochemical assays) and *in silico *methods (reconstruction of metabolic pathways from microarray gene expression data and predictions of possible biotransformations based on the chemical groups present in a given metabolite) have resulted in a promising metabolome-directed therapy [18]. The goal is the detection of unusual pathways in the reconstructed metabolism of the cancer cell whose components can be targeted by already available drugs. In general, preventive and therapeutic anticancer approaches based on the pharmacological manipulation of metabolism aim to increase or decrease the intracellular levels of certain metabolites by administration of either the metabolites themselves, inhibitors/activators of relevant enzymes, or inhibitors/activators of specific transporters.

In this study, we hypothesize that the change in concentration of some metabolites that occurs in cancer cells could have an active role in the progress of the disease rather than merely being an inconsequential side effect. We explore whether the reversion to a metabolic phenotype more similar to the normal state might be of possible therapeutic value. Increasing the levels of certain compounds that are lowered in cancer cells could be straightforwardly achieved by directly administering the deficient metabolite. On the other hand, for metabolites whose levels are increased in cancer cells, reversion would involve activation or inhibition of key enzymes, an approach that is more difficult to implement. For that reason, here we decided to focus on the former case. Ideally, we would like to compare the actual intracellular levels of every human metabolite in normal and diseased states to identify those that are lowered in cancer cells. However, direct large-scale biochemical assays are currently unfeasible. Metabolite profiling based on NMR [19] or mass spectrometry techniques [20], although very powerful, require costly instruments and are not free of problems and limitations. *In silico *methods based on linking enzymes to upregulated microarray-detected transcripts and mapping to metabolic pathways have been applied to the qualitative reconstruction of the metabolome of cancer cells and some predictions have been successfully validated by biochemical experiments [18]. Here, we describe CoMet, a fully automated and general Computational Metabolomics method that uses a Systems Biology approach to predict the human metabolites whose intracellular levels are more likely to be altered in cancer cells. We then prioritize the metabolites predicted to be lowered in cancer compared to normal cells as potential anticancer agents. We applied our methodology to a leukemia cell line and discovered several human metabolites that either alone or in combination, exhibit various degrees of antiproliferative activity.

## Results

### Computational Metabolomics of Jurkat T cell line

The basic idea behind CoMet is schematically described in Figure 1. The intracellular level of a given metabolite is predicted to be decreased or increased in cancer cells based on the analysis of the relative expression levels of the human genes encoding for all identified enzymes that employ the metabolite as substrate or product (see Material and Methods for details). 

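The Jurkat cells had the transcripts of a T cell. Of 18 measured T cell identity genes, all 18 were on, among them CD3D and CD3G, subunits of the T cell receptor complex, at log2 signals of 12.57 ± 0.05 (SD, n = 2) and 10.32 ± 0.25 (SD, n = 2), and the receptor kinase gene LCK at 12.08 ± 0.32 (SD, n = 2). None of 10 myeloid marker genes was on, with CD14 at 1.82 ± 0.06 (SD, n = 2) and the granulocyte enzyme gene MPO at 3.89 ± 0.14 (SD, n = 2). Other markers did not follow this division, since 8 of 15 B cell and lymphoblastoid marker genes and 2 of 12 fibroblast and epithelial marker genes were on. Under other settings between 4 and 8 of the B cell markers were on, and without probe sets of shared sequence 0 of 6 fibroblast and epithelial markers were. All 20 measured genes of the cell proliferation list were on, among them PCNA, the sliding clamp of DNA replication, at 11.98 ± 0.63 (SD, n = 2) and MCM2, a subunit of the replicative helicase, at 11.59 ± 0.40 (SD, n = 2). Total RNA of 2 biological replicates of exponentially growing Jurkat cells was amplified, labeled with biotin and hybridized to Affymetrix HG-U133 Plus 2.0 arrays, 1 array per replicate. On this array a transcript is read by a probe set, and a gene can have several probe sets. The authors processed the arrays with MAS5 and deposited linear signal intensities for 54675 probe sets, which were taken to log2 here with no pseudocount. The median signal was 56.2 on replicate 1 and 32.7 on replicate 2, so the deposited arrays were not on the same scale, and each SD over the arrays includes this difference. The offset can also cancel a difference between the replicates: with both arrays scaled to a trimmed mean of 500, a scaling chosen after seeing the data, the SD of CD3D was 0.43, so a small SD is not a measure of precision. The presence calls and the 3 lymphoblast arrays of the comparison were not analysed here. In place of a presence call, a probe set was counted as above background when its signal exceeded a limit set on the same array, the 95th percentile of 100 probe sets for genes restricted to tissues such as liver, pancreas and heart. The limit was 76.5 on replicate 1 and 52.6 on replicate 2, or 6.26 and 5.72 on the log2 scale. Because each limit is taken from its own array, the calls do not depend on how that array was scaled. The on and off rule of the methods was then applied to these calls. With 2 arrays of 1 condition no gene could be tested for a difference, and the number of arrays limits the precision of every value.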

We applied our approach to the Jurkat cell line, which is derived from an acute T lymphoblastic leukemia patient [21]. 

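Genes for enzymes that consume metabolites of the lowered group were on in Jurkat cells for 21 of 33 measured genes, against 8 of 19 for the increased group. Among the consuming enzymes of the lowered group, the gene of riboflavin kinase, RFK, had a log2 signal of 10.05 ± 0.36 (SD, n = 2) and the gene of leukotriene A4 hydrolase, LTA4H, one of 10.07 ± 0.47 (SD, n = 2). Among the consuming enzymes of the increased group, UGT1A1, which conjugates bilirubin, was off at 1.28 ± 0.19 (SD, n = 2). FHIT, a hydrolase of diadenosine triphosphate, was off at 4.97 ± 1.14 (SD, n = 2). MVD, which consumes diphosphomevalonate, was off at 4.31 ± 0.31 (SD, n = 2). Each of these genes had a single probe set. MVD was also the off gene of cholesterol synthesis, where 15 of 16 measured genes were on. How often an expressed gene is called off was not estimated. Genes for producing enzymes were on for 15 of 31 genes in the lowered group and 12 of 26 in the increased group. These counts include some enzymes that act a step earlier. Examples are ENPP1 and ENPP3 for riboflavin and MAOA and MAOB for homovanillic acid. Producing enzymes of the lowered group that were off include ALOX5 for leukotriene A4 at 3.54 ± 0.39 (SD, n = 2), DBH for noradrenaline at 3.82 ± 0.13 (SD, n = 2), NNMT for 1-methylnicotinamide at 4.01 ± 0.12 (SD, n = 2) and HGD for 4-maleylacetoacetate at 3.26 ± 0.10 (SD, n = 2). Producing enzymes of the increased group that were on include PTGES2 and PTGES3 for prostaglandin E2, at 8.05 ± 0.56 (SD, n = 2) and 12.37 ± 0.37 (SD, n = 2), and PMVK for diphosphomevalonate at 8.30 ± 0.02 (SD, n = 2). Other genes had the opposite state. PTGES was off and HPGD, which degrades prostaglandin E2, was on at 7.93 ± 0.64 (SD, n = 2). Also on among the consuming enzymes of the increased group were CYP1A2, ARSA, INPP4A, TARS1, WARS1, WARS2 and, from replicate 2 alone, CYP4F2. Of these genes, CYP1A2 and CYP4F2 had only probe sets of shared sequence. The same holds for LTA4H, ALOX5, PMVK, MVD, PTGES and HPGD among the genes named before them. The producing enzymes of 5-hydroxy-L-tryptophan (TPH1 and TPH2), progesterone (HSD3B1 and HSD3B2) and aldosterone (CYP11B2) were off. In the lowered group, the producing enzymes PNMT, TARS1, WARS1 and WARS2 were on, PNMT from replicate 2 alone. The consuming enzymes BHMT, AOX1, LTC4S, CYP11B1, UPP1, UPP2, MAOA, MAOB, INMT, CSAD, GAD2 and AKR1C3 were off. Neither difference passed Fisher's exact test. By this exact test, the odds ratio of being on, lowered over increased, was 2.41 for consuming enzymes (two-sided p = 0.157, 0.314 after Benjamini-Hochberg adjustment over both tests) and 1.09 for producing enzymes (two-sided p = 1, adjusted p = 1). For producing enzymes the odds ratio fell below 1 under 7 of 10 alternative settings. The groups were chosen by the study with these same arrays, and the enzymes were assigned from general biochemistry and not from the study's matrix, so the counts are not independent evidence, and genes are not replicates. The paper combines such on and off states of Jurkat cells with those of lymphoblasts and with a test of differential expression, and reads the level of each metabolite from the resulting classes of its producing and consuming enzymes (Figure 1).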

The comparison of two Jurkat cell samples to three GM15851 lymphoblast cell samples (see Additional File 1) resulted in 104 metabolites predicted to be lowered in Jurkat cancer cells and 78 metabolites predicted to be increased in these cells, out of a total of 982 metabolites considered in the analysis (see Additional File 2). According to our hypothesis, we would expect an enrichment of Jurkat antileukemic agents among the 104 metabolites predicted to be lowered in the cancer cells. By performing an exhaustive search of the literature for experimental evidence, we found that 13 of the 982 analyzed metabolites has previously been demonstrated to exhibit anticancer activity in Jurkat cells. 

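All 3 measured genes for enzymes that consume thymidine were on in Jurkat cells. TK1, the cytosolic thymidine kinase, had a log2 signal of 8.19 ± 0.45 (SD, n = 2) with both of its probe sets above background on both arrays, the mitochondrial kinase gene TK2 had 5.70 ± 0.90 (SD, n = 2), and TYMP, the gene of thymidine phosphorylase, had 4.83 ± 0.19 (SD, n = 2) with 2 of its 4 calls above background. Of 6 genes for nucleotidases that can release thymidine, 3 were on. These were NT5C3A at 9.32 ± 0.46 (SD, n = 2), NT5C2 at 6.53 ± 0.76 (SD, n = 2) and NT5C at 6.23 ± 0.69 (SD, n = 2). NT5E, which encodes the surface nucleotidase CD73, was off at 3.97 ± 0.77 (SD, n = 2), with 1 of its 8 calls above background, and was on without replicate 2, while NT5M and NT5C1A were off with no call above it.
Of the enzymes that produce prostaglandin D2, the gene of the hematopoietic synthase, HPGDS, had a log2 signal of 6.20 ± 1.03 (SD, n = 2). Its only probe set was above background on replicate 1 and below it on replicate 2, so that the gene was on over both arrays and off on replicate 2 alone. The gene of the other synthase, PTGDS, was off at 3.97 ± 0.83 (SD, n = 2). AKR1C3, which reduces prostaglandin D2, was also off, at 5.52 ± 0.16 (SD, n = 2).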

Table 1 shows that 2/13 metabolites are predicted to be lowered in Jurkat cells: thymidine, an antineoplastic agent [22], and prostaglandin D2, which induces apoptosis without inhibiting the viability of normal T lymphocytes [23]. Only 1/13 proven anticancer agents in Jurkat cells belongs to the group of 78 metabolites predicted to be increased in these cancer cells: the apoptotic agent 17β-2-methoxyestradiol [24]. 

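Among the enzymes of melatonin, ASMT, which catalyzes the last step of its synthesis, was off in Jurkat cells at a log2 signal of 3.84 ± 1.01 (SD, n = 2). Of 3 genes for cytochrome P450 enzymes that hydroxylate melatonin, CYP1A1 was off at 3.47 ± 0.12 (SD, n = 2) and CYP1B1 at 4.74 ± 1.19 (SD, n = 2), with 1 of its 8 calls above background, which made it on without replicate 2. CYP1A2 was on at 6.02 ± 1.37 (SD, n = 2), with 3 of its 4 calls above background, all from probe sets of shared sequence. ASMT and CYP1B1 also had only probe sets of shared sequence.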

The remaining 10 known anticancer molecules active in Jurkat cells: testosterone [25], melatonin [26], sphingolipid GD3 [27], 2'-deoxyguanosine [28], 2'-deoxyadenosine [29], 2'-deoxyinosine [29], nicotinamide [30], methylglyoxal [31], linoleic acid [32] and cAMP [33] are included in the set of 800 metabolites whose intracellular levels are predicted to be essentially the same in both Jurkat and normal cells. Although the fraction of metabolites with known anticancer activity among the compounds predicted to be lowered in Jurkat cells (2/104 = 0.019) is higher than that corresponding to the rest of the compounds [11 non predicted ones have literature validated anticancer properties; (1+10)/(78+800) = 0.013], the difference is not statistically significant (two-tailed Fisher's exact test at a critical alpha level of 0.05). On the other hand, it has to be noticed that negative results tend to be underreported, making it difficult to obtain unbiased statistics about metabolites that lack anticancer properties.

**Table 1:** Active metabolites predicted to be lowered in Jurkat cells

**Previously known anticancer activity in Jurkat cells**
thymidine (C00214)^1^
prostaglandin D2 (C00696)
**Anticancer activity in Jurkat cells tested in this work**

riboflavin (C00255)
tryptamine (C00398)
3-sulfino-L-alanine (C00606)
menaquinone (C00828)
dehydroepiandrosterone sulfate (C04555)
α-hydroxy fatty acid (C05102)
hydroxyacetone (C05235)
seleno-L-methionine (C05335)
α-ribazole (C05775)

^1 ^KEGG ligand identifier

**Figure 1:**
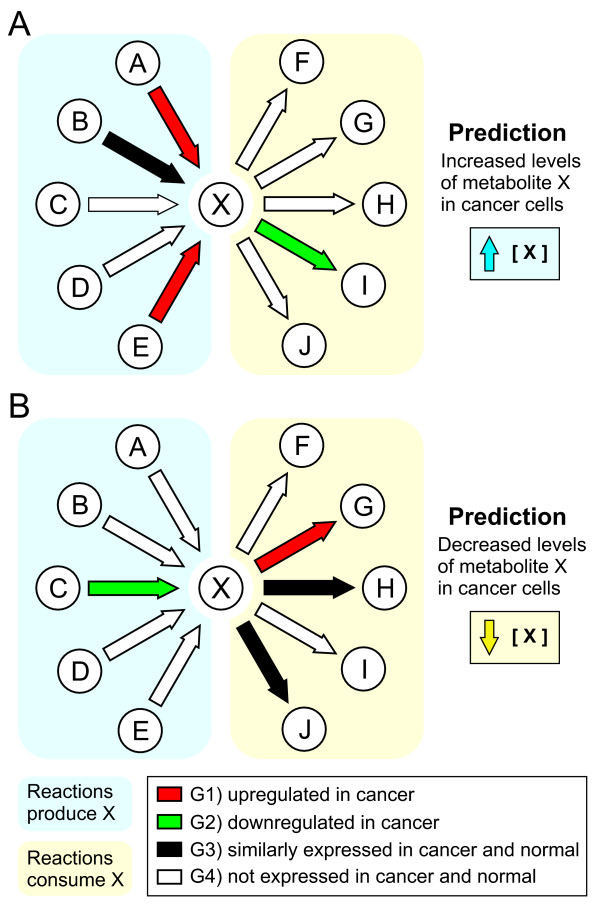
**Diagram representing the rationale of CoMet**. (A) The intracellular level of a metabolite X is predicted to be increased in cancer cells when enzymes that produce X are upregulated and/or enzymes that consume X are downregulated in cancer cells. (B) The intracellular level of a metabolite X is predicted to be decreased in cancer cells when enzymes that produce X are downregulated and/or enzymes that consume X are upregulated in cancer cells. See Material and Methods for a complete description of the rules.

### Tested metabolites predicted to be lowered in Jurkat cells are antiproliferative

Based on simple criteria such as low molecular weight, commercial availability and affordability, we selected nine metabolites predicted to be lowered in Jurkat cells in order to test their effect on its proliferation (Table 1). 

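For the tested metabolites of the lowered group, 7 of 12 measured genes for producing enzymes and 11 of 16 for consuming enzymes were on in Jurkat cells. The only listed producing enzymes of tryptamine and of 3-sulfino-L-alanine were both off. DDC, the aromatic amino acid decarboxylase that makes tryptamine, had a log2 signal of 4.31 ± 0.03 (SD, n = 2), and CDO1, the cysteine dioxygenase that makes 3-sulfino-L-alanine, had 3.91 ± 1.61 (SD, n = 2). The enzymes that consume tryptamine were off as well, with MAOA at 2.91 ± 0.73, MAOB at 3.04 ± 0.35 and INMT at 2.74 ± 0.93 (SD, n = 2 for each). Of the 5 genes for enzymes that can use 3-sulfino-L-alanine, the aminotransferase genes GOT1 and GOT2 were on at 9.07 ± 0.26 (SD, n = 2) and 11.10 ± 0.32 (SD, n = 2), GAD1 was on with 2 of 6 calls above background, and CSAD and GAD2 were off with 1 call above background each.
Riboflavin kinase RFK, the consuming enzyme of riboflavin, was on with both of its probe sets. The phosphatase genes ACP1, ACP2 and ACP6, which can return riboflavin from its phosphate, were on at 8.72 ± 0.07, 7.34 ± 0.23 and 7.14 ± 0.52 (SD, n = 2 for each), and ACP3 was off at 3.20 ± 0.41 (SD, n = 2). The pyrophosphatases act a step earlier and were counted as producing enzymes. Of their genes, ENPP3 was on at 4.77 ± 1.30 (SD, n = 2) and ENPP1 off at 3.68 ± 0.16 (SD, n = 2). All 3 genes listed for the use of menaquinone, which belong to the vitamin K cycle, were on, with VKORC1 at 9.34 ± 0.42, VKORC1L1 at 7.21 ± 0.22 and GGCX at 6.51 ± 0.98 (SD, n = 2 for each). For dehydroepiandrosterone sulfate, the sulfotransferase gene SULT2A1 was off at 2.93 ± 1.26 (SD, n = 2) and SULT2B1 was above background on replicate 1 alone, while STS, which removes the sulfate, was on at 5.50 ± 0.62 (SD, n = 2). FA2H, the fatty acid 2-hydroxylase, was on at 5.09 ± 0.08 (SD, n = 2) with 1 of its 4 calls above background, and CYP2E1, which makes hydroxyacetone from acetone, was on at 5.68 ± 0.21 (SD, n = 2). The calls of SULT2B1 and FA2H changed to off without replicate 1, and those of CSAD and ENPP1 to on without replicate 2. For seleno-L-methionine all 3 measured consuming genes were on, and no enzyme was listed for α-ribazole. No producing enzyme was listed for menaquinone or seleno-L-methionine, and no consuming enzyme for α-hydroxy fatty acid or hydroxyacetone. The paper states that these metabolites were picked from the lowered group by criteria such as molecular weight and availability.

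**Figure D1:**
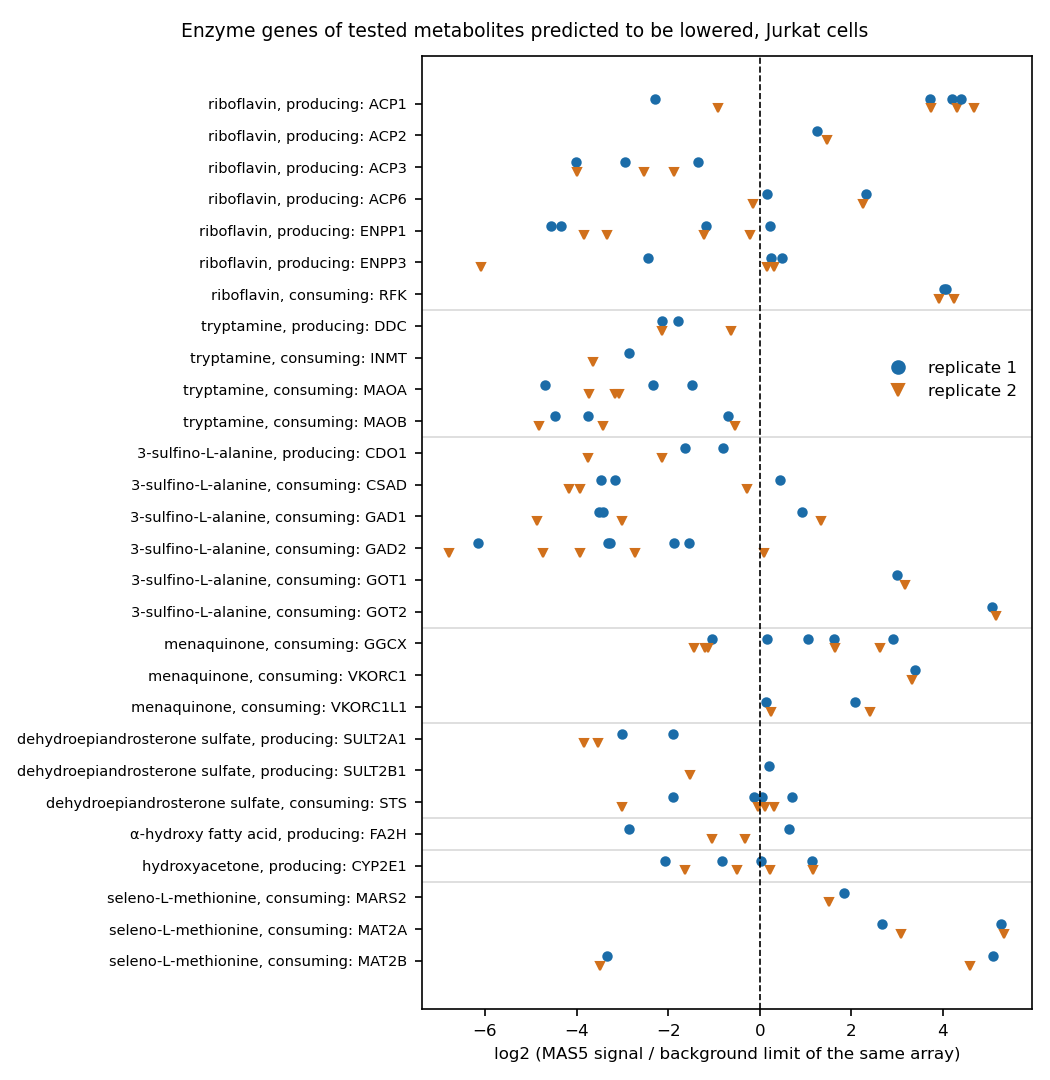
Signals in Jurkat cells of the enzyme genes for the tested metabolites of the lowered group. Each point is a probe set on replicate 1 (circles) or replicate 2 (triangles), placed on the horizontal axis by the log2 ratio of its MAS5 signal to the background limit of the same array, with the dashed line at the limit. All probe sets of DDC and CDO1 lie to the left of the line on both arrays, and all probe sets of RFK, GOT1, GOT2, MAT2A and VKORC1 lie to its right.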

For one of these nine metabolites (seleno-L-methionine) we carried out a validation by quantitative real-time PCR of the microarray data used by CoMet to make its prediction (see Additional File 3). We examined the effect on the growth of Jurkat cells of a 72 h treatment with riboflavin, tryptamine, 3-sulfino-L-alanine, menaquinone, dehydroepiandrosterone (the non-sulfated version of the predicted metabolite dehydroepiandrosterone sulfate), α-hydroxystearic acid (one of the possible compounds compatible with the predicted generic metabolite α-hydroxy fatty acid), hydroxyacetone, seleno-L-methionine and 5,6-dimethylbenzimidazole (the aglycone of the predicted metabolite α-ribazole) at a concentration of 100 μM (see Additional File 1). Figure 2A shows that all the tested metabolites with the exception of sulfino-L-alanine exhibited statistically significant antiproliferative activity on Jurkat cells (as evaluated by two-tailed t-tests at a critical alpha level of 0.05), with growth below 90% of the untreated control in all the cases. Although sulfino-L-alanine alone did not inhibit the growth of Jurkat cells, it significantly potentiated the inhibitory effect of seleno-L-methionine (43.1% to 30.3% growth compared to control). Similarly, a synergistic interaction between 5,6-dimethylbenzimidazole and seleno-L-methionine led to a supra-additive growth inhibitory activity. On the other hand, α-hydroxystearic acid and dehydroepiandrosterone show an additive effect, while α-hydroxystearic acid and seleno-L-methionine exhibited sub-additive or antagonistic inhibitory activity. Menaquinone showed the highest antiproliferative activity (11.3% growth compared to control), whereas the inhibitory activity of riboflavin, tryptamine and hydroxyacetone on Jurkat cells was more moderate (all above 70% growth compared to control). Thus, even with the small set tested, a remarkable richness of antiproliferative responses is seen.

**Figure 2:**
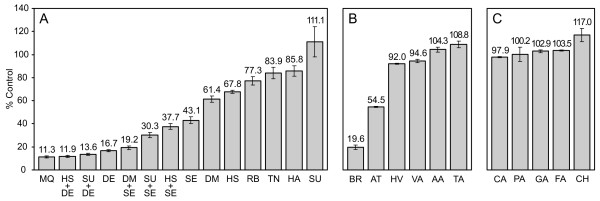
**Effect of endogenous metabolites on the proliferation of Jurkat cells**. The percentage of surviving cells is given as a percentage of the number of control cells after 72 h of incubation in the presence of the tested metabolite at a concentration of 100 μmol/L. Effect of metabolites predicted to be lowered (A), increased (B) or unchanged (C) in Jurkat cells when compared with normal lymphoblasts, on the proliferation of Jurkat cells (2 biological replicates, each with 4 analytical replicates). MQ = menaquinone; HS = α-hydroxystearic acid; DE = dehydroepiandrosterone; SU = 3-sulfino-L-alanine; DM = 5,6-dimethylbenzimidazole; SE = seleno-L-methionine; RB = riboflavin; TN = tryptamine; HA = hydroxyacetone; BR = bilirubin; AT = androsterone; HV = homovanillic acid; VA = vanillylmandelic acid; AA = N-acetyl-L-aspartate; TA = taurocholic acid, CA = citric acid; PA = pantothenic acid; GA = β-D-galactose; FA = folic acid; CH = cholesterol. Error bars represent standard error of mean.

### Most tested metabolites predicted to be augmented or unchanged in Jurkat cells are not antiproliferative

Although the fact that the nine tested metabolites predicted to be lowered in Jurkat cells exhibited antiproliferative activity strongly support our hypothesis, the possibility still exists that many endogenous metabolites at the concentration used in our test inhibit the growth of Jurkat cells, independent of the intracellular level status predicted by CoMet. Therefore, we tested metabolites whose intracellular levels in Jurkat cells were predicted to be increased (bilirubin, androsterone, homovanillic acid, vanillylmandelic acid, N-acetyl-L-aspartate and taurocholic acid) or unchanged (pantothenic acid, citric acid, folic acid, β-D-galactose, cholesterol) compared with lymphoblasts. 

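For the tested metabolites of the increased group, none of the 3 measured genes for consuming enzymes was on in Jurkat cells. These 3 belong to bilirubin and N-acetyl-L-aspartate. No consuming enzyme was listed for androsterone, homovanillic acid, vanillylmandelic acid or taurocholic acid. Of 12 genes for producing enzymes, 6 were on. Both biliverdin reductase genes, whose products make bilirubin, were on, BLVRA at a log2 signal of 7.70 ± 0.54 (SD, n = 2) and BLVRB at 7.93 ± 0.21 (SD, n = 2), while the gene of the conjugating enzyme of bilirubin was off. NAT8L, the N-acetyl-L-aspartate synthase, was on at 7.36 ± 0.14 (SD, n = 2), and the enzymes that consume N-acetyl-L-aspartate were off, with ASPA at 2.91 ± 1.10 (SD, n = 2) and ACY3 at 5.19 ± 0.87 (SD, n = 2). Among the genes for androsterone synthesis, HSD17B6 was on at 6.52 ± 0.70 (SD, n = 2) and AKR1C2 and AKR1C4 were off. For homovanillic and vanillylmandelic acid, the aldehyde dehydrogenase genes ALDH2 and ALDH3B1 were on at 6.27 ± 0.23 (SD, n = 2) and 4.69 ± 0.58 (SD, n = 2). ALDH3A1 and the monoamine oxidase genes were off. The monoamine oxidases act a step before these acids and were counted as producing enzymes. BAAT, which makes taurocholic acid, was off at 5.16 ± 0.30 (SD, n = 2).
For the tested metabolites of the unchanged group, 6 of 8 genes for producing and 10 of 16 for consuming enzymes were on. All 4 pantothenate kinase genes were on, among them PANK2 at 5.79 ± 0.79 (SD, n = 2) and PANK3 at 8.68 ± 0.65 (SD, n = 2). Citrate synthase CS was on at 11.17 ± 0.39 (SD, n = 2) and the citrate lyase gene ACLY at 10.36 ± 0.35 (SD, n = 2). GLA, which releases galactose, was on at 8.82 ± 0.46 (SD, n = 2), as were GALM, GALK1 and GALK2, which act on it. GGH, which trims folate polyglutamates, was on at 9.57 ± 0.85 (SD, n = 2). DHCR7, the last step of cholesterol synthesis, was on at 8.86 ± 0.63 (SD, n = 2) and of 7 genes for enzymes that consume cholesterol SOAT1 alone was on, at 6.85 ± 0.97 (SD, n = 2). CYP7A1 and CYP11A1, which start bile acid and steroid hormone synthesis, were off. The study's classes were made with these same arrays, so these states are not independent of them.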

We analyzed the effect on the growth of Jurkat cells of a 72 h treatment with each of the eleven human metabolites at a concentration of 100 μM (see Additional File 1). Figure 2B shows that only two of the six tested metabolites whose concentrations are predicted to be increased in Jurkat cells exhibit significant antiproliferative activity: bilirubin and androsterone (19.6% and 54.5% growth compared to control, respectively). The growth inhibition exerted by each of the remaining tested metabolites was less than 10% and statistically insignificant. Similarly, Figure 2C shows that all the tested metabolites whose intracellular levels in Jurkat cells and lymphoblasts we predict to be comparable, exhibit no significant effect on the growth of cells. Statistical significance was evaluated in all the cases according to two-tailed t-tests at a critical alpha level of 0.05.

### Predicted metabolites that are antiproliferative in Jurkat cells show lower or no activity in lymphoblasts

To validate the relevance of the identified antiproliferative metabolites as potential anticancer agents, we investigated the selectivity of their antiproliferative activity towards Jurkat cells with respect to human lymphoblast cells. We compared the effect of a 72 h treatment with menaquinone, dehydroepiandrosterone, seleno-L-methionine and 5,6-dimethylbenzimidazole at concentrations of 100 and 50 μM on the growth of Jurkat cells and human GM15851 lymphoblast cells cultured in the same conditions (see Additional File 1). Table 2 shows that menaquinone and dehydroepiandrosterone at concentrations of 100 or 50 μM exhibit significant antiproliferative activity on Jurkat cells but not on lymphoblast cells. Moreover, dehydroepiandrosterone at a concentration of 50 μM shows a statistically significant stimulation of the growth of lymphoblasts (130% growth compared to control), while at the same concentration in Jurkat cells the growth rate is reduced to 83.2%, thereby providing an interesting example of selective inhibition. Seleno-L-methionine inhibits the growth of Jurkat and lymphoblast cells at both tested concentrations; however, the effect on Jurkat cells was considerably more potent. While 5,6-dimethylbenzimidazole at a concentration of 100 μM exhibits significant antiproliferative activity on both tested cell lines, at a concentration of 50 μM it only inhibits Jurkat cells. Statistical significance was evaluated in all the cases according to two-tailed t-tests at a critical alpha level of 0.05.

**Table 2:** Differential effect of selected metabolites on the growth of Jurkat cells and normal lymphoblasts

		**Jurkat**			**Lymphoblasts**		
			
Metabolite	c [μM]^1^	Growth [%]	SEM [%]^2^	p-value	Growth [%]	SEM [%]^2^	p-value
Menaquinone	100	18.2	0.36	4.5 × 10^-7^	89.7	8.5	0.38
	50	40.3	1.15	2.0 × 10^-7^	109.9	5.8	0.23
Dehydroepiandrosterone	100	23.8	0.18	2.1 × 10^-6^	94.9	0.6	0.15
	50	83.2	0.23	2.0 × 10^-3^	130.8	6.9	0.020
Se-Seleno-L-methionine	100	41.0	0.67	1.0 × 10^-7^	79.3	5.8	0.028
	50	53.2	0.85	2.0 × 10^-3^	84.2	1.4	2.7 × 10^-4^
5,6-dimethylbenzimidazole	100	80.4	3.56	6.2 × 10^-3^	82.9	4.4	0.023
	50	87.8	1.41	0.021	97.4	1.9	0.037

^1 ^Metabolite concentration.

^2 ^Standard error of the mean.

^3 ^Statistical significance of the observed effect on cell growth, as evaluated by two-tailed t-tests.

## Discussion

### Novel antiproliferative compounds discovered by CoMet

At a concentration of 100 μmol/L, all nine metabolites predicted to be lowered in Jurkat cells selected for cell proliferation assays exhibited a statistically significant inhibition of Jurkat cell growth below 90% of the untreated control, whether alone, in most of the cases, or in combination, in the case of 3-sulfino-L-alanine (Figure 2A). On the other hand, 2/6 tested metabolites predicted to be increased in Jurkat cells unexpectedly exhibited antiproliferative activity (Figure 2B), while none of the five tested metabolites that we predicted to be unchanged inhibited Jurkat cell growth (Figure 2C). Thus, 18/20 assayed metabolites behave according to our working hypothesis. If we jointly consider the novel antiproliferative compounds presented in this work and those metabolites whose anticancer activity in Jurkat cells was previously known (discussed above), the fraction of anticancer metabolites among the compounds predicted to be lowered in Jurkat cells [(9+2)/104 = 0.106] is considerably higher than that corresponding to the rest of the compounds [(1+2+10+0)/(78+800) = 0.015]. A Fisher's exact test indicates that the positive association between lowered metabolite levels in Jurkat cells as predicted by CoMet and antiproliferative activity of the metabolite in that cell line is highly significant (two-tailed p-value = 8.7 × 10^-6^). These findings clearly support our hypothesis regarding the active role of endogenous metabolites in cancer, especially the concept that the metabolism of cancer cells may be regulated so that the intracellular concentration of certain antiproliferative metabolites is reduced, resulting in uninhibited cellular growth.

The growth inhibitory effects of some of the predicted compounds may seem relatively low and the tested concentrations of 50 and 100 μmol/L too high compared with most anticancer drugs of synthetic or natural origin. However, this range of concentrations is not unreasonable for metabolic compounds, since many metabolites can be found at similar levels in the cytosol and/or extracellular fluids [34]. Furthermore, when the effect of selected metabolites on growth inhibition was tested in Jurkat and lymphoblast cells cultured in identical conditions, a pattern of selectivity of the antiproliferative effect towards the cancer cell line became evident (Table 2). In an extreme case, dehydroepiandrosterone at a concentration of 50 μM inhibited the growth of Jurkat cells but stimulated the proliferation of lymphoblasts. Interestingly, several of our newly found antiproliferative metabolites exhibited synergistic interactions consistent with the Systems Biology approach of our method: the prediction was performed on the entire metabolome and not on individual metabolites or pathways. This raises the intriguing question of what the result would be if concentrations close to those observed in the normal cells could be achieved in the cancer cell for most metabolites, i.e. a reversion to a normal-like metabolic profile, at least for metabolites that inhibit cancer cell growth. If the antiproliferative activities we observed in a cancer cell line have therapeutic value, different combined strategies can be devised where sets of predicted metabolites are concurrently selected according to their association with the same or different metabolic pathways. For example, we can employ a strategy where multiple metabolites target a single pathway, or on the contrary, where each metabolite acts specifically on a different pathway. In addition, some active metabolites might serve as completely novel lead compounds for further drug design and development, with the advantage of reduced initial toxicity. While we have only performed cell proliferation assays, it is reasonable to speculate that some metabolites may also exhibit anti-metastatic (anti-invasive), anti-angiogenic, immunostimulant or other anticancer properties that would not be evident in an *in vitro *study of cell growth inhibition.

We did not investigate here the mode of action of the antiproliferative metabolites found by CoMet, and it is possible that some may exert their effect based on completely novel mechanisms, whose elucidation goes well beyond the immediate scope of this study. However, for most, we can suggest a possible mode of action based on their effect on other cancer cells or on the known properties of closely related molecules. For example, 5,6-dichlorobenzimidazole, a bioisosteric derivative of the active metabolite 5,6-dimethylbenzimidazole, induces differentiation of malignant erythroblasts by inhibiting RNA polymerase II [35]. The tested metabolite tryptamine is an effective inhibitor of HeLa cell growth via the competitive inhibition of tryptophanyl-tRNA synthetase, and consequent inhibition of protein biosynthesis [36]. 9-hydroxystearic acid, an isomer of the active metabolite α-hydroxystearic acid, arrests HT29 colon cancer cells in G0/G1 phase of the cell cycle via overexpression of p21 [37], induces differentiation of HT29 cells [38] by inhibition of histone deacetylase 1 [39] and interrupts the transduction of the mitogenic signal [40]. Menaquinone (vitamin K2), the most efficient compound among the tested metabolites, has been previously reported to induce G0/G1 arrest, differentiation and apoptosis in acute myelomonocytic leukemia HL-60 cells [41].

### Caveats and possible improvements of the approach

Besides the general problems that affect any microarray study [42,43], there are some factors not accounted in our method that can influence the actual intracellular levels of a metabolite. First, our qualitative treatment of metabolic flux is highly simplified; however, more quantitative approaches such as flux balance analysis require the knowledge of the regulatory effects of covalent modifications and the kinetic rate constants of the associated enzymes, information that is both incomplete and not accurate enough to generate large-scale models [44]. Second, the information available about both the subcellular location where the metabolic conversions take place and the transport of metabolites between different intra- or extracellular compartments is very limited. To partially address this issue, we are currently incorporating information about transporter genes into CoMet for qualitative metabolic flux predictions. Finally, a factor that could confound the hypothetical correlation between lowered metabolites in cancer and their potential as therapeutic agents is the existence of moonlighting activities, such as transcriptional regulation and apoptosis, exhibited by several metabolic enzymes [45]. Since the growth control functions of moonlighting enzymes do not involve catalysis, their regulated levels in cancer cells may not be correlated with the intracellular concentration of their metabolic substrates or products. Nevertheless, in spite of these in principle limitations, in practice, CoMet greatly succeeded in identifying antiproliferative metabolites. On the other hand, its ability to predict changes in intracellular metabolite concentrations still needs to be proven by experimentally determining the relative intracellular levels of a representative set of metabolites in normal and cancer cells, a task that we are planning to carry out in the near future.

## Conclusion

By applying CoMet, a Systems Biology based method for Computational Metabolomics, we have discovered eleven metabolites that either alone or in combination exhibit significant antiproliferative activity in Jurkat cells. The rationale behind our findings can be described by a simple premise: we posited that some metabolites that have lowered levels in a cancer cell as compared to normal cells might contribute to the progress of the disease. Our results strongly suggest that many other metabolites with important roles in cellular growth control may be waiting to be discovered, opening up the possibility of novel approaches against cancer. While traditionally cancer has been viewed as involving gene regulation, control and signaling processes that are disconnected from metabolism, in reality such processes are not disjoint; i.e., the cell is an integrated machine where such processes are likely to be highly coupled in many instances. CoMet adopts this viewpoint, and the resulting simple hypothesis that inspired its creation can greatly assist in the understanding of the contribution of metabolism to this complex disease.

## Methods

### Biological Databases

The main source of biological information is the Kyoto Encyclopedia of Genes and Genomes (KEGG) from July 5, 2007 [46]. We obtained the enzyme function annotation for human genes from the KEGG GENES database, the chemical information about human metabolites from the KEGG LIGAND database, and the metabolic pathway data from the KEGG PATHWAY database. Enzyme function annotations from KEGG were complemented by high confidence predictions made by EFICAz [47], our highly precise approach for enzyme function inference that significantly increases annotation coverage [48]. 

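The platform annotation used here for the 54675 probe sets gave 1 gene symbol for 41097 probe sets and several for 1801, and 11777 probe sets were not in the annotation table used here and were left unnamed. Genes were named only from probe sets with 1 symbol, which left 19775 genes after the control probe sets were removed. In this annotation MARS shares its probe sets with the symbol of a microRNA gene, so no value is given for MARS.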

For the mapping between microarray probe identifiers and Entrez GeneID identifiers, the Affymetrix HG-U133 Plus 2.0 NetAffx Annotation file of May 31, 2007 was used [49].

### Gene expression status for enzyme-coding genes

The first step of the CoMet approach consists of the classification of each enzyme-coding human gene into four possible groups: G1) upregulated in cancer cells, G2) downregulated in cancer cells, G3) expressed in both, normal and cancer cells, at levels that are statistically indistinguishable, and G4) not expressed in both, normal and cancer cells. We used two types of data for the classification: the log base 2 signal intensities and the presence calls of the corresponding probe sets, as reported by the Affymetrix Microarray Suite Software 5.0 (MAS 5.0). First, an "off" status is assigned to each gene in each of the two studied conditions (normal and cancer) if the mean fraction of presence calls labeled as "marginal" or "absent" in the corresponding probe sets is at least 80%; otherwise, an "on" status is assigned. 

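With signal above the background limit in place of a presence call, 11258 of 19775 genes, or 56.9%, were on in Jurkat cells and 8517 were off. Metabolic pathways of energy and growth were on nearly throughout. All 19 measured glycolysis genes were on, among them LDHA and LDHB, the subunits of lactate dehydrogenase, at log2 signals of 12.94 ± 0.24 (SD, n = 2) and 13.16 ± 0.26 (SD, n = 2). All 21 genes of the tricarboxylic acid cycle and all 19 of oxidative phosphorylation were on, as were 15 of 16 of cholesterol synthesis and 21 of 22 of purine and pyrimidine synthesis, where RRM2, a subunit of ribonucleotide reductase, had 12.18 ± 0.29 (SD, n = 2) and CTPS2 was off at 3.24 ± 0.26 (SD, n = 2). Without probe sets of shared sequence fewer genes were measured, and 9 of 10 were on for glycolysis, 12 of 15 for the tricarboxylic acid cycle and 9 of 10 for cholesterol synthesis. All 15 measured aminoacyl-tRNA synthetase genes were on. Of 20 genes of steroid hormone synthesis and conjugation, 5 were on, among them SRD5A1, a steroid reductase, at 8.63 ± 0.65 (SD, n = 2), and of 11 cytochrome P450 genes of xenobiotic metabolism 3 were on. Under other settings of the limit, the rule or the arrays used, the count for the steroid genes lay between 1 and 6 and that for the cytochrome P450 genes also between 1 and 6. Of 41091 probe sets with 1 gene symbol, 17211 were above background on both arrays, 3593 on 1 array only and 20287 on neither. Of the 59 measured genes that set the limit, 6 were on.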

Then, each gene is classified into the G1, G2, G3 or G4 group, according to its on/off status in normal and cancer conditions and the following criterion for differential expression: the signal intensities in normal and cancer samples exhibit a statistically significant difference in at least 40% of the corresponding probe sets, as evaluated by an ANOVA two-tailed test with P < 0.005.

### Generation of genetic-metabolic matrix

The second step is the *in silico *estimation of the effect that the differentially expressed enzyme-encoding genes may exert on the intracellular levels of metabolites. First, all human metabolic pathways from the KEGG PATHWAY database, a compilation of maps representing the molecular interactions and reaction networks for different types of biological processes, were retrieved. For biological process labeled as Metabolism, there are eleven groups of pathways: 1) Carbohydrate Metabolism, 2) Energy Metabolism, 3) Lipid Metabolism, 4) Nucleotide Metabolism, 5) Amino Acid Metabolism, 6) Metabolism of Other Amino Acids, 7) Glycan Biosynthesis and Metabolism, 8) Biosynthesis of Polyketides and Nonribosomal Peptides, 9) Metabolism of Cofactors and Vitamins, 10) Biosynthesis of Secondary Metabolites, and 11) Xenobiotics Biodegradation and Metabolism. The pathway maps are available as graphical images and also as KEGG Markup Language (KGML) files that facilitate the parsing of relevant biological data. We extracted all the biochemical reactions from the KGML human metabolic pathway maps, including information about substrates, products, direction/reversibility and associated enzyme-coding genes. We then combined this information with gene expression data from normal and cancer cells to construct a genetic-metabolic matrix that links each of 1,477 metabolites with the specific human genes encoding for enzymes that consume and/or produce each metabolite, storing for each gene the differential expression status given by the four-group classification described in the previous section.

From the genetic-metabolic matrix, we excluded: i) 209 non-physiological metabolites, here defined as those that only participate in reactions that belong to the "Biosynthesis of Secondary Metabolites" and the "Xenobiotics Biodegradation and Metabolism" groups of metabolic pathways, e.g. ecgonine or parathion, ii) 90 metabolites that are considered ubiquitous and often carry out generic roles in many reactions [50], here defined as those that are involved as substrate or product in 20 or more reactions, e.g. H_2_O, ATP, NAD(^+^)(P) or O_2_, and iii) 289 metabolites that participate in reactions that are mainly catalyzed by orphan human enzymes. We define the number of reactions where a metabolite *m *acts as substrate or product in human metabolic pathways as Nr_*m*, human_, and in reference (non organism specific) metabolic pathways as Nr_*m*, ref_. If Nr_*m*, human_/Nr_*m*, ref _< 0.5, then the metabolite *m *belongs to the third exclusion category. The reactions absent in human pathways may be due to orphan enzymes, reactions that only occur in other organisms or reactions that may occur in humans but have not yet been detected. For example, the metabolite 1-alkyl-sn-glycero-3-phosphate is excluded because out of four enzymes that use it as substrate or product, two, EC 2.3.1.105 and EC 1.1.1.101, are orphans in human, and one, EC 2.7.1.93, has only been found in rabbit [51]. The total number of metabolites remaining in the genetic-metabolic matrix after the three types of exclusion is 982 (see Additional File 2).

### Scanning of genetic-metabolic matrix

In the last step, we apply a simple set of rules to scan the genetic-metabolic matrix for metabolites whose intracellular levels in cancer cells are likely to differ from those in normal cells. The rules are based on the supposition that lower levels of enzymes catalyzing the production of a metabolite (or higher levels of enzymes catalyzing the consumption of it) imply decreased level of such metabolite, and vice versa (see Figure 1). In our methodology, a given metabolite is predicted to have decreased levels in cancer cells when: 1) both of the following apply: 1.1) there is no gene encoding for an enzyme able to catalyze the production of the metabolite whose differential expression status is G1 (upregulated in cancer cells) or G3 (significantly expressed at similar levels in normal and cancer cells) and 1.2) there is no gene encoding for an enzyme able to catalyze the consumption of the metabolite whose differential expression status is G2 (downregulated in cancer cells), and 2) either or both of the following applies: 2.1) there is at least one gene encoding for an enzyme able to catalyze the production of the metabolite whose differential expression status is G2 (downregulated in cancer cells) and 2.2) there is at least one gene encoding for an enzyme able to catalyze the consumption of the metabolite whose differential expression status is G1 (upregulated in cancer cells). Similarly, a metabolite is predicted to have increased levels in cancer cells when: 1) both of the following applies: 1.1) there is no gene encoding for an enzyme able to catalyze the consumption of the metabolite whose differential expression status is G1 or G3 and 1.2) there is no gene encoding for an enzyme able to catalyze the production of the metabolite whose differential expression status is G2, and 2) either or both of the following applies: 2.1) there is at least one gene encoding for an enzyme able to catalyze the consumption of the metabolite whose differential expression status is G2 and 2.2) there is at least one gene encoding for an enzyme able to catalyze the production of the metabolite whose differential expression status is G1. Thus, the methodology attempts to consider, as much as is practical, the entire proteome complement of enzymes that produce and consume the metabolite. That is, our approach is Systems Biology based.

## Competing interests

We are currently applying for a patent related to the content of this work.

## Authors' contributions

AKA and JS jointly formulated the idea of CoMet and the hypothesis that downregulated metabolites should be appropriate anticancer targets, AKA developed CoMet, participated in the design of the study and drafted the manuscript, RM carried out cell cultures, antiproliferative activity and qRT-PCR experiments, participated in the design of the study and helped to draft the manuscript, RM and AKA interpreted the experimental results, NJB carried out the microarray experiments, YH participated in the development of CoMet, JFM and JS conceived of the study, participated in its design and coordination and helped to draft the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional File 1 Supplementary Methods. Word document describing the cell cultures, RNA extraction, amplification and microarray data processing, cell proliferation assays and verification of selective antiproliferative effect of metabolites on Jurkat vs. lymphoblast cells. Click here for file

Additional File 2 Metabolites present in the genetic-metabolic matrix. Excel table listing KEGG Ligand Identifier, common names and hyperlink to KEGG database for the 982 metabolites present in the genetic-metabolic matrix, as well as the 104 (78) metabolites whose concentration is predicted by CoMet to be lowered (increased) in Jurkat cells compared to normal lymphoblasts. Click here for file

Additional File 3 Validation of microarray gene expression data by qRT-PCR. Word document describing the validation by quantitative real-time PCR (qRT-PCR) of the microarray gene expression data corresponding to the genes used by CoMet to predict a decreased level of seleno-L-methionine in Jurkat cells. Click here for file

# Supplementary material for: Identification of metabolites with anticancer properties by computational metabolomics
**Source:** Mol Cancer. 2008 Jun 17;7:57. doi: 10.1186/1476-4598-7-57
**Supplement:** Additional File 1 — Supplementary Methods. Word document describing the cell cultures, RNA extraction, amplification and microarray data processing, cell proliferation assays and verification of selective antiproliferative effect of metabolites on Jurkat vs. lymphoblast cells.

# Supplementary Methods

## Cell cultures

Human T-acute lymphoblastic leukemia Jurkat procured from ATCC were grown at RPMI-1640 medium (Mediatech) supplemented with 10% FBS (Gibco), 2 mmol/L L-glutamine (Mediatech), 100 IU/mL penicillin, 100 μg/mL streptomycin, and 0.25 μg/mL amphotericin B (all from Mediatech) at 37°C in the atmosphere of 5% CO2, 95% air and 80% relative humidity. Approximately 106 exponentially growing cells from two biological replicates were used for the isolation of total cellular RNA.

## RNA extraction, amplification and microarray data processing

Total RNA was extracted from Jurkat cells using Trizol (Invitrogen) and processed using the RiboAmp OA or HS kit (Arcturus) in conjunction with the IVT Labeling Kit from Affymetrix, to produce an amplified, biotin-labeled mRNA suitable for hybridizing to GeneChip Probe Arrays (Affymetrix). 

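The control probe sets for the 3' and 5' ends of 2 abundant transcripts compare signal along the same transcript, and their ratio reflects both the state of the input RNA and its amplification, which were not separated. The ratio of 3' to 5' signal for ACTB, which encodes β-actin, was 1.5 on replicate 1 and 1.12 on replicate 2. That for GAPDH, the endogenous control of the qRT-PCR, was 1.19 and 1.1. The signals behind these ratios lay between 8853.7 and 13260.4. The highest signal of any probe set was 15836.6 on replicate 1 and 14407.1 on replicate 2. Whether signals this near the top of the range bring the ratios closer together was not tested, so the ratios do not show intact RNA. Over the 3 probe sets named for GAPDH the log2 signal was 13.22 ± 0.03 (SD, n = 2). The paper does not say which of the RiboAmp kits was used for which replicate. Across the 17211 probe sets above background on both arrays, the log2 signals of the replicates had a Pearson correlation of 0.962 and a Spearman correlation of 0.944, over probe sets, which are not independent replicates. The median absolute log2 difference was 0.65, and 3240 probe sets, or 18.8%, differed over 2-fold. With both arrays brought to the same quantiles, the median absolute difference was 0.26 and 394 probe sets differed over 2-fold.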

Labeled mRNA was hybridized to GeneChip Human Genome U133 Plus 2.0 Arrays in the GeneChip Hybridization oven 640, further processed with the GeneChip Fluidics Station 450 and scanned with the GeneChip Scanner. Affymetrix CEL files were processed using the Affymetrix Expression Console (EC) Software Version 1.1. Files were processed using the default MAS5 3’ expression workflow, which includes scaling all probes to a target intensity (TGT) of 500. 

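The deposited signals had a 2% trimmed mean of 189.2 on replicate 1 and 118.4 on replicate 2. Bringing them to the stated target intensity of 500 takes a factor of 2.64 for replicate 1 and 4.22 for replicate 2. Before such a step MYC, a transcription factor that drives growth, had a log2 signal of 11.65 on replicate 1 and 11.68 on replicate 2, and DDIT4, a stress response gene, had 10.86 and 9.32. Signals were higher on replicate 1 by a median of 0.65 on the log2 scale over the probe sets above background on both arrays. This median lay between 0.58 and 0.72 in each of 10 equal groups of those probe sets by mean signal.

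**Figure D2:**
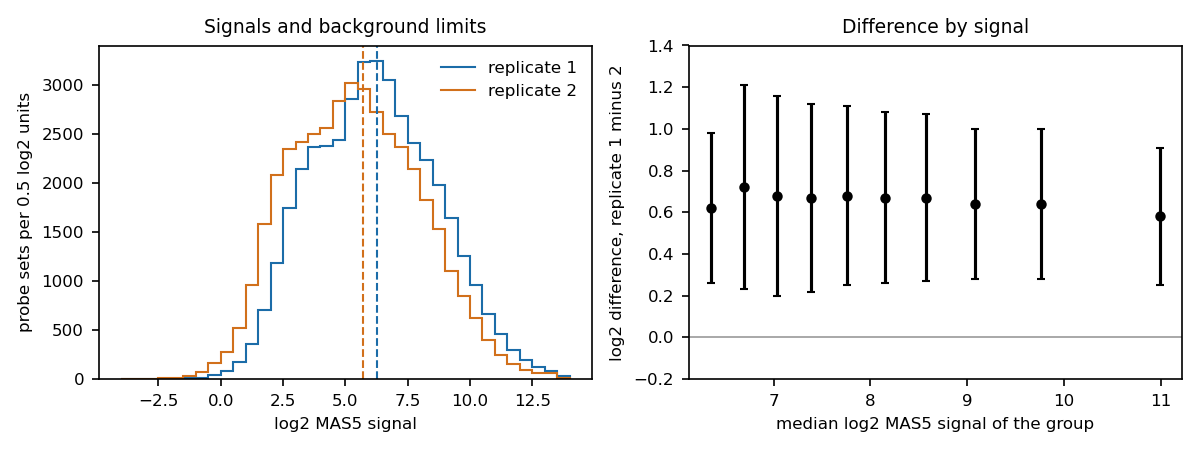
Signals of the 2 Jurkat arrays as deposited. The left panel counts the probe sets with 1 gene symbol in steps of 0.5 log2 units of MAS5 signal, with the background limit of each array as a dashed line, at 6.26 for replicate 1 and 5.72 for replicate 2. The right panel gives, for 10 equal groups by mean signal of the probe sets above background on both arrays, the median log2 difference of replicate 1 minus replicate 2 as a point and the SD over its probe sets as a bar, with all medians between 0.58 and 0.72.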

Spiked in report controls used were AFFX-BioB, AFFX-BioC, AFFX-BioDn, and AFFX-CreX. 

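These bacterial and phage transcripts are added to the hybridization mix in fixed amounts. All 9 of their probe sets were above the background limit on both arrays, and all 9 had a higher deposited signal on replicate 1. The log2 difference between the replicates ranged from 0.60 for the 3' probe set of CreX to 1.35 for the 3' probe set of BioC, with a median of 1.02. The 3' probe set of BioB had a signal of 211.9 on replicate 1 and 91 on replicate 2, and that of CreX 8854.6 and 5836.3.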

Affymetrix CEL files for two Jurkat cell samples were submitted to Gene Expression Omnibus (samples GSM243727 and GSM243728, grouped into Series GSE9648) [1]. A link has been created to allow anonymous review of GSE9648 before its public release at the time of publication [2]. Affymetrix CEL files for three normal lymphoblast samples [3] used as a normal reference to compare Jurkat cells expression data were directly retrieved from the Gene Expression Omnibus (samples GSM113678, GSM113802 and GSM113803 of untreated GM15851 cells from Series GSE5040).

## Cell proliferation assays

Growth inhibition of Jurkat cells was evaluated by a resazurin-based [4] in vitro toxicology assay kit (Sigma-Aldrich). Stock solutions (40 mmol/L) of the following metabolites were stored frozen at -80°C prior to its use: dehydroepiandrosterone (dehydroisoandrosterone, Acros Organics), 5,6-dimethylbenzimidazole (Sigma-Aldrich), hydroxyacetone (Sigma-Aldrich), menaquinone (Supelco), riboflavin (Sigma-Aldrich), tryptamine (Sigma-Aldrich), α-hydroxystearic acid (Sigma-Aldrich), bilirubin (Sigma-Aldrich, mixed isomers), androsterone (Sigma-Aldrich), homovanillic acid (4-hydroxy-3-methoxy-benzeneacetic acid, Sigma-Aldrich) and vanillylmandelic acid (D,L-4-hydroxy-3-methoxymandelic acid, Sigma-Aldrich) solubilized in DMSO (Sigma-Aldrich), 3-sulfino-L-alanine (L-cysteinesulfinic acid, Sigma-Aldrich), seleno-L-methionine (Sigma-Aldrich), N-acetyl-L-aspartate (Fluca), taurocholic acid (taurocholic acid sodium salt hydrate, Sigma-Aldrich), citric acid (citric acid trisodium salt dihydrate, Sigma-Aldrich), pantothenic acid (D-pantothenic acid, Sigma-Aldrich), -D-galactose (D-(+)-galactose, Sigma-Aldrich) and folic acid (Sigma-Aldrich) solubilized in sterile deionized water and cholesterol (Sigma-Aldrich) solubilized in absolute ethyl alcohol. Aliquots of 100 μL of cells in phenol red-free RPMI 1640 medium (Sigma) supplemented with 5% FBS, 2 mmol/L L-glutamine, 100 IU/mL penicillin, 100 μg/mL streptomycin, and 0.25 μg/mL amphotericin B were inoculated into 96-well black-walled plates at a density of 1.5x105 cells/mL and incubated for 24 h at 37°C in 5% CO2, 95% air and 80% relative humidity prior to the addition of the metabolites to be tested. Stock solutions of metabolites were diluted 200 times with complete growth medium and added to the appropriate microtiter wells in 4 replicates per metabolite, while 100 μL of complete medium was added to the control and blank cells. Following metabolite addition, the plates were incubated for an additional 72 h, after which 20μL of TOX-8 reagent for was added to metabolite treatment, control and blank wells and incubation continued for additional 3 h. The increase in fluorescence was measured in a microplate fluorimeter at 590 nm using an excitation wavelength of 560 nm. The emission of control wells, after the subtraction of a blank, was taken as 100% and the results for metabolite treatments were expressed as percentage of the control. Two biological replicates for each cell line were used for cell proliferation assays. Positive results were additionally verified by counting of viable cells using Vi-CELL XR cell counter (Beckman Coulter) and trypan blue dye exclusion method for Jurkat cells.

## Verification of selective cytostatic/cytotoxic effect of metabolites on Jurkat vs. lymphoblast cells

Non-leukemic human lymphoblasts (Coriell, Camden, NJ, catalogue # GM 15851) and Jurkat cells were grown on RPMI-1640 with L-glutamine medium (Cellgro) supplemented with 15% FBS and Antibiotic-Antimycotic solution (Cellgro) at 37°C in the atmosphere of 5% CO2, 95% air and 80% relative humidity. Antiproliferative effects of menaquinone, seleno-L-methionine, dehydroepiandrosterone and 5,6-dimethylbenzimidazole at final concentrations of 100 and 50 µM were evaluated as described in the **Cell proliferation assays** section.

# References

# Supplementary material for: Identification of metabolites with anticancer properties by computational metabolomics
**Source:** Mol Cancer. 2008 Jun 17;7:57. doi: 10.1186/1476-4598-7-57
**Supplement:** Additional File 3 — Validation of microarray gene expression data by qRT-PCR. Word document describing the validation by quantitative real-time PCR (qRT-PCR) of the microarray gene expression data corresponding to the genes used by CoMet to predict a decreased level of seleno-L-methionine in Jurkat cells.

# Validation of microarray gene expression analysis by qRT-PCR

## Background

CoMet’s prediction of decreased levels of seleno-L-methionine in Jurkat cells compared to human lymphoblasts is based on the comparative analysis of microarray expression data for the genes MAT2A (the alpha subunit of methionine adenosyltransferase 2), MAT2B (the beta subunit of methionine adenosyltransferase 2), MARS (methionyl tRNA synthetase) and MARS2 (methionyl tRNA synthetase 2) in these cell lines. Under physiological conditions, the enzymes encoded by these four genes catalyze reactions that consume seleno-L-methionine. According to CoMet’s analysis of the microarray data, three of these genes (MAT2B, MARS and MARS2) are expressed at similar levels in normal and cancer cells, while one of them (MAT2A) is upregulated in cancer cells. 

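MAT2A, MAT2B and MARS2 were on in Jurkat cells. MAT2A, the catalytic subunit that makes S-adenosylmethionine, had a log2 signal of 10.08 ± 0.21 (SD, n = 2), and both of its probe sets were above background on both arrays, at signals of 2969.2 and 2130.8 for the first and 489.3 and 448.6 for the second on replicates 1 and 2. MAT2B, the regulatory subunit, had 6.70 ± 0.62 (SD, n = 2). Its probe sets differed, with signals of 2613.5 and 1276.2 for the first, above background on both arrays, and 7.62 and 4.66 for the second, below it on both. MARS2, the mitochondrial methionyl-tRNA synthetase, had 7.66 ± 0.60 (SD, n = 2) from a single probe set above background on both arrays. The paper sets such Jurkat signals against those of lymphoblasts, which were not analysed here, so no difference between the cell lines was tested. From the higher expression of MAT2A at similar expression of the other genes, the paper predicts a lowered level of seleno-L-methionine.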

To validate the changes in gene expression inferred from microarray data, we determined the transcript levels of the four genes in Jurkat cells and human lymphoblasts by quantitative real-time PCR (qRT-PCR).

## Methods

Human lymphoblasts (Coriell, Camden, NJ, catalogue # GM 15851) and human T-acute lymphoblastic leukemia Jurkat cells (procured from ATCC) were grown on RPMI-1640 medium with L-glutamine (Cellgro) supplemented with 15% FBS (Gibco) and Antibiotic-Antimycotic solution (Cellgro) at 37°C in the atmosphere of 5% CO2, 95% air and 80% relative humidity. Cells in the exponential phase of growth were collected and total cellular RNA was isolated using the RNeasy Mini Kit (Qiagen). We followed the manufacturer’s protocols for purification of total RNA from animal cells and RNA cleanup. Quality control of isolated RNA was performed using the Agilent 2100 Bioanalyzer (Agilent Technologies). First-strand cDNA was synthesized from about 2 µg of total lymphoblast and Jurkat RNAs using SuperScript III First-Strand Synthesis System for RT-PCR in accordance with protocol for oligo(dT)20 primer (Invitrogen). Expression analysis of MAT2A, MAT2B, MARS2 and MARS genes in Jurkat and lymphoblast cells relative to GAPDH endogenous control was performed by qPCR in DNA Engine Opticon 2 Continuous Fluorescence Detection System (Bio-Rad), using TaqMan Universal PCR Master Kit and TaqMan Gene Expression Assays Hs00428515_g1, Hs00203231_m1, Hs00536599_s1, Hs00192202_m1 and Hs99999905_m1, respectively (all from Applied Biosystems). PCR reactions for each gene and cell line were performed in quadruplicates with no-reverse transcription control for genomic DNA amplification. The relative expression of each gene in Jurkat compared to lymphoblast cells was calculated from the measured threshold cycle values by means of the relative expression software tool REST basis v2 (downloaded from www.Gene-Quantification.info).

## Results and Discussion

According to the qRT-PCR analysis, the only gene that exhibits a significant difference in relative expression is MAT2A (p-value=0.045), with transcript levels in Jurkat cells that are 2.87 higher than those in human lymphoblasts. The relative levels of MAT2B, MARS and MARS2 transcripts in Jurkat vs. lymphoblasts are 1.19 (p-value=0.28), 1.20 (p-value=0.67) and 1.23 (p-value=0.38), respectively. In all the cases, the statistical significance was evaluated by a two-tailed Pair Wise Fixed Reallocation Randomization Test [1] at a critical alpha value of 0.05. Thus, the qRT-PCR analysis fully agrees with the changes in gene expression calculated from the microarray data.

# References

1. Pfaffl MW, Horgan GW, Dempfle L**: Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PC**R*. Nucleic Acids Re*s 2002**, 3**0:e36.

How the deposited data were processed for this re-analysis (not part of the article)

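RNA of 2 biological replicates of Jurkat cells was measured on Affymetrix HG-U133 Plus 2.0 arrays, and these are the samples used here. The authors made the deposited signal intensities with the MAS5 workflow of the Affymetrix Expression Console, named in Additional File 1 and in the submitters' processing notes, which combines the probes of a probe set to a linear signal for each array on its own. Additional File 1 states a scaling to a target intensity of 500, which the deposited columns do not show. Presence calls and the lymphoblast arrays that served as the normal reference were not analysed here.

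The 54675 signals of each array were taken to log2 with no pseudocount. The design foresaw linear MAS5 signals and they were used as deposited, with no scaling between the arrays. Gene names came from the platform annotation, whose symbols were set against the RefSeq gene table of GRCh38.p14. For 41043 of the 41097 probe sets with 1 symbol the symbol was the current one of its gene identifier. Of 533 genes in the lists, 455 were matched by symbol and 18 by an older name, and 60 had no probe set with 1 symbol. Nothing names a genome build for these signals, so no coordinates are given.

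The background limit of each array was the 95th percentile of the signals of 100 probe sets for 59 tissue-restricted genes. A gene was off if at least 80% of the calls of its probe sets over the arrays were not above the limit, and on otherwise, as in the methods, so a gene that was off can have a probe set above the limit. A gene's value is the mean log2 signal over its probe sets, with mean and SD over 2 arrays. The signals rank genes only to choose which to name, and a higher signal of a gene than of another is not read as a higher level. The rule for named genes was fixed before the data were examined and gave 238 genes. It took the genes the paper names, every gene of a tested metabolite's list and every member of lists with 6 or fewer measured genes. From longer lists it took up to 4 members with the highest signal and up to 4 that were off. It also took the 10 genes with the largest difference between the arrays. The text mentions only part of the 238 genes. The gene lists were also fixed before the data were examined. So were the tests and the alternatives, except those named as chosen after.

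No comparison between groups could be made on the arrays. Fisher's exact test, two-sided, set enzymes of metabolites listed as lowered in Additional File 2 against those of metabolites listed as increased, and recounted the paper's table of predictions and activity. The shift of each list with at least 10 genes above background was placed among 10000 random lists matched on mean signal, as a description of the 2 arrays.

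On simulated arrays with 19775 genes, 200 were set 4-fold over the limit, which fixes their call as on, and the others were drawn from the background probe sets, of which 6.96% were called on. Scaling an array cannot change its calls, since the limit scales with it. Alternatives were a limit at the 90th or 99th percentile, either part of the background list, 2 other rules for on and off, probe sets without the suffixes x and s that mark shared sequence, log2 of the signal plus 16, other scalings, and leaving out each replicate. An added scaling to 500 and an added rule, that any probe set above the limit on every array makes a gene on, were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.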

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

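The paper discusses enzymes and does not report on markers of other blood cells. Of 15 measured B cell and lymphoblastoid marker genes, 8 were on in Jurkat cells, which drew attention because the line is a T cell leukemia. The test of a low background limit over all markers was set before its result was seen, and the other tests here were chosen after.

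The markers that were on were CD79A at a log2 signal of 7.32 ± 0.46, CD70 at 7.19 ± 0.52, CD79B at 6.65 ± 0.31 and BLK at 6.39 ± 0.17 (SD, n = 2 for each), and CD22, CD40, FCER2 and CR2, which are named after their calls were seen. RNA from B lymphoblasts in the Jurkat RNA would bring their abundant transcripts HLA-DRA and CD74, and 0 of the 5 probe sets of these genes were above the limit on either array, with HLA-DRA at 1.90 ± 0.99 and CD74 at 4.45 ± 0.44 (SD, n = 2 for each), which argues against it. Cross-hybridization of probe sets with shared sequence is argued against as the cause for most of them, since 7 of the 8 genes stayed on without those probe sets. At the 99th percentile limit 33.3% of the markers were on, against 10.2% of the background genes at the 95th, so a low limit is not the whole cause. CD40, FCER2 and CR2 were off at the higher limit, and whether they are on stays open. No biological explanation was tested, as the arrays hold a single condition.

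Signals were higher on replicate 1 than on replicate 2. The median log2 difference over 10 equal groups of probe sets by mean signal varied by 0.14, which is consistent with 1 scaling factor per array. More Jurkat RNA on replicate 1 with equal hybridization and scanning would leave the spiked-in controls equal, but the smallest of their log2 differences was 0.60 and their median of 1.02 exceeds that of the Jurkat probe sets, 0.65. What set the controls further apart than the Jurkat probe sets stays open.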

How the results depend on the processing

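The number of genes on stayed within 1.5 times its value under every setting tried, and that of probe sets above background on both arrays under the other limits and without a replicate. Without probe sets of shared sequence the latter was 9852 against 17211, since fewer were counted. The correlation of the arrays stayed close to 0.962, at 0.921 without a filter. Leaving out 1 of 2 arrays cannot move a gene's mean by more than its SD, so it says nothing about the log2 signals. Of the on and off calls of 238 named genes, 16 changed without replicate 1 and 11 without replicate 2. The 16 include the 10 genes named for the largest difference between the arrays. Each of these was above the limit on replicate 1 alone, so its call had to change. The counts of 16 and 11 are therefore not comparable.

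For producing enzymes of lowered against increased metabolites, the odds ratio of 1.09 turned below 1, by Fisher's exact test, at the 99th percentile limit (p = 0.794), with the first part (p = 1) or second part (p = 0.794) of the background list, without replicate 1 (p = 0.601), with the rule on the brightest probe set (p = 0.432), with over 50% of calls (p = 0.155), and with the rule on any probe set (p = 0.432), which was added after seeing the data. Without 1 replicate its exact p lay between 0.601 and 0.792. No setting gave an exact p under 0.05 for producing or consuming enzymes. The cause was not tested.

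Among the lists, B cell markers fell from 8 to 5 at the 99th percentile limit and to 4 with over 50% of calls. Steroid genes fell from 5 to 2 at the 99th percentile limit and with the second part of the background list, to 3 with the brightest probe set, any probe set, or without probe sets of shared sequence, and to 1 with over 50% of calls, and lay between 3 and 5 without 1 replicate. Cytochrome P450 genes fell from 3 to 1 with over 50% of calls and lay between 3 and 6 without 1 replicate. Without probe sets of shared sequence, fewer genes were measured: glycolysis had 9 of 10 on, the tricarboxylic acid cycle 12 of 15, cholesterol synthesis 9 of 10, serine and one-carbon metabolism 8 of 11, T cell activation and stress 8 of 18, ribosomal proteins 5 of 9, and fibroblast and epithelial markers 0 of 6.

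The median absolute log2 difference of the arrays, 0.65, was 0.26 after quantile normalization, 0.28 at equal medians and 0.26 with both at a trimmed mean of 500, a scaling chosen after seeing the data. The probe sets that differed over 2-fold, 3240, became 394, 429 and 390 under these scalings, which remove the difference in scale, and 2073 without probe sets of shared sequence and 15302 without a filter. The plain mean, at 289.8 and 192.3, exceeded the trimmed mean of both arrays. Under equal medians and quantiles all 13 list shifts between the arrays moved. These scalings remove the difference in scale from every gene, so the count cannot tell whether the lists differ from other genes. Of 900 log2 signals under alternatives that keep both arrays, 469 moved by less than the SD of the replicates. No paired analysis was possible because both arrays belong to 1 group. Genes near the limit have signals too dim for a firm call.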

Differences from the paper's values

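The paper gives 500 as the target intensity to which the arrays were scaled. The 2% trimmed mean of the deposited signals was 189.2 for replicate 1 and 118.4 for replicate 2. With the plain mean (289.8 and 192.3) and with control probe sets left out (188.6 and 118.1), alternatives set before the data were examined, the values also differed from the paper's. A scaling to 500, chosen after seeing the values, reaches the paper's target by construction.

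The paper counts 1 of the known anticancer metabolites among those predicted to be increased. By the lists of Additional File 2 the number is 2, since melatonin, which the paper's text places among the unchanged metabolites, is on the list of increased metabolites. No alternative was set for this count. The class of 1 of 33 metabolites named in the text differed from the lists, and the number predicted to be lowered, 2, is the paper's. The recount of the association of lowered prediction with activity gave p = 8.68e-06, with 11 of 104 lowered and 13 of 878 other metabolites active, which rounds to the paper's value. An alternative set before the data were examined counted 3-sulfino-L-alanine, which the paper counts for its effect in combination, as not active. Its p by Fisher's exact test was 4.11e-05, which differs from the paper's value. Both counts take untested metabolites as not active. The study tested 9 lowered, 6 increased and 5 unchanged metabolites, so a larger share of the 104 than of the 878 was tested. Unequal testing can raise the association, and its part was not separated. For known activity alone, with 2 of 104 against 11 of 878, Fisher's exact test gave p = 0.639.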

Other observations

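Genes of early T cell development and T cell leukemia were on for 15 of 19 measured genes. By the fixed rule these include MYC at a log2 signal of 11.66 ± 0.02 (an SD of 0.50 with both arrays scaled to 500, a scaling chosen after seeing the data), LEF1 at 9.82 ± 0.13, BCL11B at 9.22 ± 0.42 and MYB at 8.85 ± 0.56 (SD, n = 2 for each). Of the transcription factor genes whose ectopic activation defines subtypes of this leukemia, TAL1 was on at 7.25 ± 0.18 and LMO1 at 7.08 ± 0.88 (SD, n = 2 for each), both chosen after their values were seen, and LMO2, LYL1, TLX1 and TLX3 were off. Of 22 genes of T cell activation and stress response 15 were on, and 8 of 18 without probe sets of shared sequence. The cytokine gene IL2 and the immediate early genes FOS and FOSB were off at 2.16 ± 0.54, 2.41 ± 0.22 and 2.15 ± 0.46 (SD, n = 2 for each). The immediate early genes JUNB, EGR3 and NR4A3 and the activation marker gene IL2RA of the same list were also off, while the immediate early genes JUN, EGR1, NR4A1 and ATF3 and the activation marker gene CD69 were on. These genes other than EGR3 are named after their calls were seen. The stress response genes DDIT4 and DNAJB1 were on at 10.09 ± 1.09 and 10.01 ± 0.31 (SD, n = 2 for each).

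Of 21 antioxidant and selenoprotein genes 18 were on, among them SOD1 at 12.71 ± 0.21, PRDX1 at 12.49 ± 0.09, GPX4 at 10.61 ± 0.17 and SEPHS2, which makes the selenium donor, at 9.90 ± 0.67 (SD, n = 2 for each). SELENOP, SELENBP1 and HMOX1 were off, SELENOP with 1 of its 6 calls above background and on without replicate 2. All 15 measured ribosomal protein genes were on, and 5 of 9 without probe sets of shared sequence. Of 15 genes of serine and one-carbon metabolism 13 were on, or 8 of 11 without probe sets of shared sequence, with PSAT1 at 10.98 ± 0.53 and PHGDH at 9.81 ± 0.38 (SD, n = 2 for each), and SHMT1 and MTAP were off. Of 12 fibroblast and epithelial markers, COL1A1 and KRT8 were on, both only from probe sets of shared sequence, and 0 of 6 were on without those. Of 5 measured genes with known defects in Jurkat cells, BAX, MSH6, NOTCH1 and CASP8 were on, and INPP5D, which encodes an inositol phosphatase, was off at 4.98 ± 1.15 (SD, n = 2), with 1 of its 6 calls above background, and was on without replicate 2.

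MTAP, which salvages methylthioadenosine, had none of its 12 calls above background. The test of its neighboring genes was set before they were looked at, and no other cause was tested. Loss of a chromosome segment that holds MTAP would take its neighbors too, and of the 6 nearest measured genes by the order of the RefSeq table 1 was on, CDKN2A, with 2 of its 6 calls above background and a log2 signal of 3.85 ± 0.13 (SD, n = 2). The others were IFNA1, MIR31HG, IFNE, CDKN2A-AS1 and CDKN2B-AS1. Such genes can be off with an intact segment, so a loss could neither be shown nor excluded.

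Between the replicates, the 10 genes with the largest differences, among 11579 genes that were on from at least 1 array taken alone, were all higher on replicate 1. Each of the 10, with KRT38 and LINC00293 first, had a single probe set that was above background on replicate 1 alone, so the size of its difference was not measured. Over lists, the median log2 difference of replicate 1 minus replicate 2 was 0.40 for the 18 T cell identity genes, at percentile 0.27 of 10000 random lists, and 0.33 for 14 ribosomal protein genes, at percentile 2.69. The other 11 lists described lay between percentiles 7.2 and 84.5, and 13 lists were looked at. Over all genes the median was 0.65. In Additional File 2, threonyl-tRNA and tryptophanyl-tRNA are on the list of lowered metabolites and their uncharged tRNAs on that of increased ones, and the genes of their synthetases were on, TARS1 at 7.14 ± 0.18, WARS1 at 8.92 ± 0.29 and WARS2 at 4.88 ± 0.48 (SD, n = 2 for each). For proline the lists are the other way, with prolyl-tRNA increased and its uncharged tRNA lowered, and its synthetase genes EPRS1 and PARS2 were also on.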
